A study of Homo sapiens with 28 samples. Its data were reported in "Mediator kinase inhibition reverses castration resistance of advanced prostate cancer" (2024).

How the data were processed

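Total RNA from LNCaP cells was sequenced in 28 libraries made with a directional kit per the labels, and every library belongs to 1 of 8 treatment groups of 3 libraries at 24 h or 4 at 72 h. The authors deposited expected counts per gene in 1 table, in which a read that falls on several genes or places is shared out as fractions, so that 16.9% of the values above 0 had a fractional part. The deposited expected counts were not scaled to depth. The labels do not state the aligner, the counter, the genome build, the annotation release or the use of strand in counting, and the supplement of the study was not used here. The table held 61815 human genes and 2 added entries that are not human genes, which had 0 counts in every library and were left out. Values were rounded to whole counts.

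Total counts per library ranged from 9846595 to 33809419. A floor of 3 counts was used, so a fold against a group whose libraries all held 3 counts or fewer is given as a bound computed against that floor, in CPM at the depth of those libraries. Floors cover counting error only, since reads without molecular identifiers are not independent molecules.

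Each experiment was fitted alone with its 4 groups in R 4.3.3 with edgeR 4.0.16 (quasi-likelihood fit and test, TMM scaling, filterByExpr with a minimum count of 10 and a minimum total of 15), and p values were adjusted by Benjamini-Hochberg over the genes tested. The contrasts were the androgen effect without and with inhibitor, the inhibitor effect without and with androgen, and their interaction. A gene was called at an FDR under 0.01 and a fold change over 1.5, the limits of the study. The SE of a log2 fold change is a Wald SE from the same fit. The effects of the experiments were compared as contrasts of a fit of all 28 libraries. The slope of the androgen effect under inhibitor was set beside the slopes of 20 simulations with no interaction and its error came from a jackknife over libraries.

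Gene lists were tested with camera from limma 3.58.1 on log2 CPM with a prior count of 2 and a preset correlation of 0.01, and called at a p under 0.05 adjusted over 24 tests. The 4 lists (androgen response, cell cycle, MYC targets and ribosome biogenesis, interferon response) were written from general knowledge and are not the hallmark sets, which were not analysed here. They hold 100, 114, 109 and 85 genes, of which 84 of the last were found in the table, and 4, 0, 3 and 1 of their genes are also in another list.

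The groups, contrasts, tests, limits, lists, alternatives and the rule for named genes were fixed before the data were examined. That rule takes KLK3, KLK2, CHRNA2, the Mediator kinase module and MYC, and 1 gene that is not reported here and was left out of all counts of named genes; the 4 genes with the highest and the 4 with the lowest mean androgen effect among those called the same way in both experiments; and the 5 highest and 5 lowest by mean inhibitor effect over 4 contrasts and by mean interaction, among genes called the same way in each, with a gene symbol and a mean of at least 1 CPM in the higher group. Gene positions are those of GENCODE 29 on GRCh38, matched by gene identifier without version, and TARP had no match there.

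Alternatives were other scalings (DESeq2 size factors, library totals only), the Wald test of DESeq2 1.42.0, other filters on low counts, other limits, a test against a fold change of 1.5, a replicate block, other sets of libraries in the fit, other set tests and leaving out each library in turn. Thinning to the smallest total, removing the trend of each library on GC content and length, leaving out the 10 most abundant genes, leaving out libraries for the differences between experiments and the shared calls, and a replicate block for the slopes were chosen after seeing the data. The pipeline was tested on simulated data, where edgeR recovered from 96.5 to 100% of genes changed on purpose and DESeq2 from 93 to 99.8%. The genes changed on purpose were drawn from abundant genes alone, and their change was larger than the median change of the inhibitor calls. Recovery of rarer genes or weaker changes was not tested. A slope made as 0.8 was returned as 0.762 at 24 h and 0.775 at 72 h. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.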

Results

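RNA was measured in LNCaP cells, an androgen-responsive human prostate cancer line, after the cells had been deprived of androgen in medium with charcoal-stripped serum, which is depleted of steroid hormones. The series holds 28 libraries in 8 groups that come from 2 experiments. In the first, cells were treated for 24 h with vehicle, with Senexin B at 1 µM, with R1881 at 0.1 nM or with both, and 3 libraries were made per group. In the second, cells were treated for 72 h with vehicle, with SNX631 at 500 nM, with R1881 at 1 nM or with both, and 4 libraries were made per group. Doses are those of the labels, and for Senexin B the text of the study gives a different dose. R1881 is a synthetic androgen. Senexin B and SNX631 are inhibitors of CDK8 and CDK19, the paired kinases of the Mediator kinase module, which binds the Mediator complex of transcription. The experiments therefore differ in time, androgen dose, inhibitor and the experiment itself at once, and these cannot be told apart.

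The total count per library ranged from 9846595 to 33809419. The highest total belonged to replicate 3 of the 24 h vehicle group, and the remaining libraries held up to 15248512 counts. The 10 most abundant genes took between 4 and 5.41% of the counts of a library. All pairs of replicates differed by more than sampling noise, so none was treated as 1 library deposited more than once, and each was counted as the labels list it. The test does not tell separate cultures from separate preparations of 1 culture. The study states that each treatment condition had at least 3 biological replicates. The spread between replicates was small, with a common biological coefficient of variation of 2.72% over 15948 genes at 24 h and 2.38% over 16074 genes at 72 h. A gene was called changed at a false discovery rate (FDR) under 0.01 together with a fold change over 1.5 in either direction.

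The first comparison asked which genes respond to androgen without inhibitor. At 24 h, R1881 changed 3030 of 15948 genes, of which 1565 were higher and 1465 lower than with vehicle. At 72 h it changed 3185 of 16074 genes, of which 1559 were higher and 1626 lower. The balance depends on the scaling, and with library totals only 1356 were higher and 1811 lower at 24 h and 1299 and 2121 at 72 h. The limits of the call moved these counts most, and at an FDR under 0.05 with no fold limit 9307 genes passed at 24 h and 9984 at 72 h. Among the 15681 genes tested in both experiments, 2278 were called in the same direction in both and 3 in opposite directions. Chance overlap in either direction gives 582. Across those genes, which are not independent replicates, the log2 fold changes of the experiments had a Pearson r of 0.905.

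KLK3, KLK2 and CHRNA2 were examined first because the study names them as strongly androgen-induced genes, a choice made from these same libraries. KLK3 (ENSG00000142515.16) encodes prostate-specific antigen and lies on the plus strand of chromosome 19 at 50854915 to 50860764 in GRCh38. KLK2 (ENSG00000167751.13) follows it on the same strand at 50861568 to 50880567. CHRNA2 (ENSG00000120903.13) lies on the minus strand of chromosome 8 at 27459761 to 27479883. At 24 h, KLK3 rose from 1.44 ± 0.292 CPM (counts scaled to library size) with vehicle to 110.4 ± 4.18 CPM with R1881 (SD, n = 3), a log2 fold change of 6.15 ± 0.14 (SE, edgeR FDR 4.71e-33). At 72 h it rose from 1.44 ± 0.171 to 138 ± 7.59 CPM (SD, n = 4), a log2 fold change of 6.57 ± 0.18 (SE, edgeR FDR 5.31e-39). KLK2 rose by 7.47 ± 0.19 on the log2 scale at 24 h (SE, edgeR FDR 7.74e-34) and by 7.45 ± 0.16 at 72 h (SE, edgeR FDR 2.31e-43). CHRNA2 rose by 7.49 ± 0.28 at 24 h (SE, edgeR FDR 5.21e-31) and by 6.67 ± 0.22 at 72 h (SE, edgeR FDR 3.01e-37). All R1881 libraries lay above all vehicle libraries for these 3 genes in both experiments. KLK3 and KLK2 are close paralogs whose reads the authors' counting could share.

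**Figure D1:**
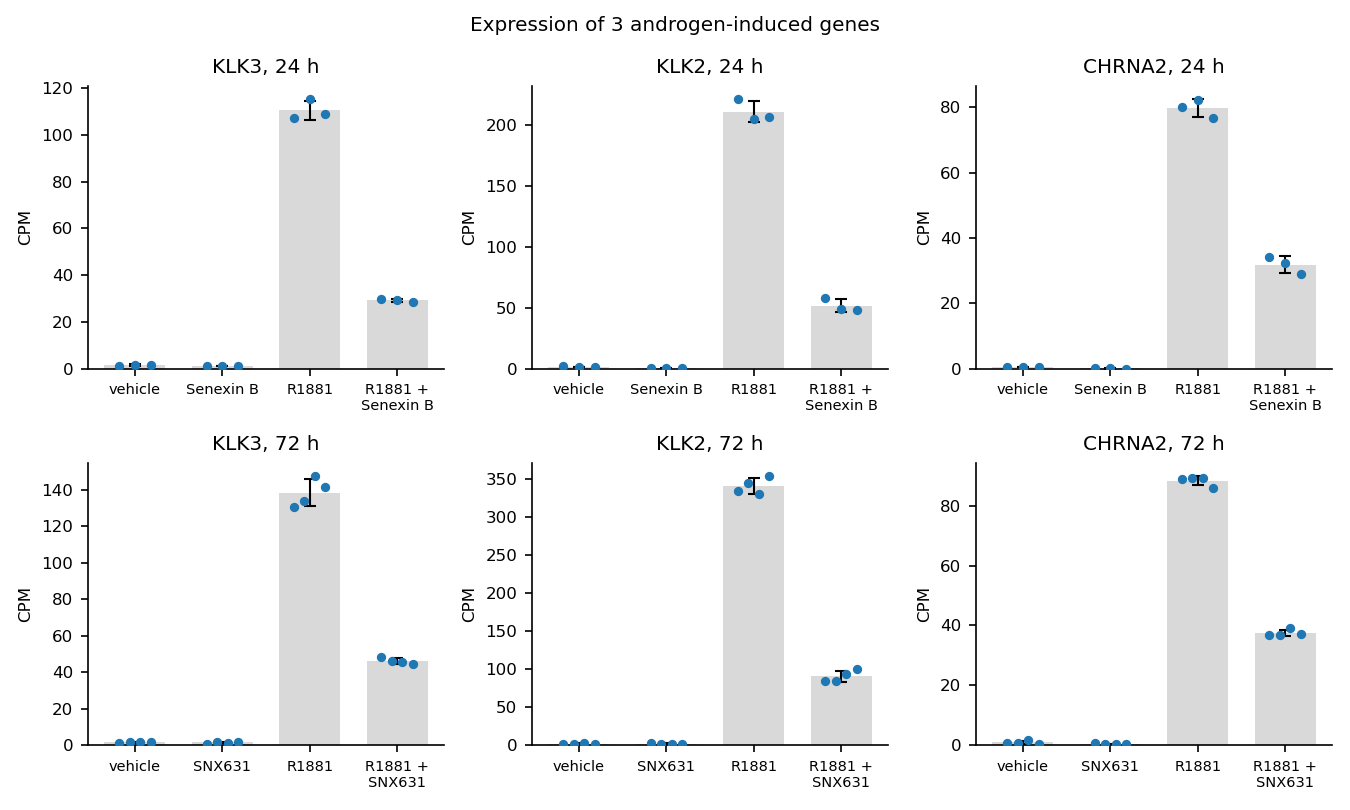
CPM of KLK3, KLK2 and CHRNA2 (vertical axes, from 0) in the 4 groups of the 24 h experiment (upper row) and of the 72 h experiment (lower row), where points are libraries, bars are group means and whiskers are SDs. All 3 genes were near 0 without R1881, and with R1881 their levels were lower in the presence of inhibitor, for example 29.1 against 110.4 CPM for KLK3 at 24 h.

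The genes with the largest androgen effects were chosen by a fixed rule on both experiments. SLC38A4, STEAP4, TRGC1 and TARP had at most 4 counts in any vehicle library. STEAP4 (ENSG00000127954.13, chromosome 7, 88270892 to 88306891, GRCh38) was at least 13.1-fold higher with R1881 at 24 h and at least 45.6-fold higher at 72 h, computed against the floor of 3 counts. SLC38A4 (ENSG00000139209.16) was at least 54.1-fold higher at 24 h. TRGC1 was at least 5.55-fold higher at 24 h and at least 19-fold higher at 72 h, and TARP at least 5.13-fold and at least 16-fold higher. TARP and TRGC1 come from the same locus and their reads may have been counted for both, so they are not independent. In the other direction, LHX9 was at least 4.32-fold lower at 24 h and at least 13.5-fold lower at 72 h, ROR2 and PTPRB were at least 13.8-fold and at least 11.7-fold lower at 24 h, and EPB41L4A changed by -4.51 ± 0.54 at 24 h and -4.12 ± 0.37 at 72 h on the log2 scale (SE, edgeR FDR 7.44e-14 and 1.25e-17).

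The Mediator kinase module itself responded to androgen. CDK8 (ENSG00000132964.13, chromosome 13, 26254104 to 26405238, GRCh38) fell from 49.5 ± 2.94 to 23.6 ± 1.53 CPM with R1881 at 24 h (SD, n = 3), and from 45.2 ± 2.85 to 23 ± 1.45 CPM at 72 h (SD, n = 4), with log2 fold changes of -1.07 ± 0.069 and -0.97 ± 0.064 (SE, edgeR FDR 2.62e-15 and 1.83e-16). CDK19 (ENSG00000155111.15, chromosome 6, 110609978 to 110815958, GRCh38) rose from 300.2 ± 3.94 to 414 ± 9.92 CPM at 24 h (SD, n = 3) and from 274 ± 2.29 to 351 ± 11.5 CPM at 72 h (SD, n = 4). Its log2 fold changes of 0.46 ± 0.032 and 0.36 ± 0.027 passed the FDR limit (SE, edgeR FDR 3.79e-14 and 1.72e-14) but lay under the fold limit. MED12 and MED13 were lower with R1881 in both experiments, with log2 fold changes of -0.27 and -0.23 for MED12 and -0.42 and -0.44 for MED13, all under the fold limit (edgeR FDR from 3.62e-12 to 0.000746). CCNC changed by 0.18 at 24 h (edgeR FDR 0.00185) and by 0.066 at 72 h (edgeR FDR 0.179), where its direction flipped to -0.037 when libraries were scaled by their totals alone. MED13L did not pass an FDR of 0.01 in either experiment (edgeR FDR 0.767 and 0.0298), and its direction at 24 h flipped to 0.085 without replicate 2 of the R1881 group. MED12L was called higher in both, at 1.07 ± 0.13 and 0.75 ± 0.15 (SE, edgeR FDR 1.65e-08 and 4.81e-05), but several genes lie on the opposite strand within it and the labels do not state the use of strand in counting. MYC changed by 0.17 at 24 h and by -0.22 at 72 h (edgeR FDR 7.54e-05 and 1.16e-08), in each case under the fold limit.

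The next comparison asked how much of the androgen effect remains in the presence of an inhibitor. R1881 changed 3009 genes in cells treated with Senexin B (1590 higher, 1419 lower) and 3543 genes in cells treated with SNX631 (1619 higher, 1924 lower). With library totals only the numbers were 1401 higher and 1756 lower under Senexin B and 1311 and 2435 under SNX631. Of the genes called for androgen alone, 2308 were called in the same direction under Senexin B and 2561 under SNX631. Over the 3030 genes called for androgen at 24 h, the least-squares slope of the effect under inhibitor on the effect without it was 0.925 with a jackknife SE of 0.043 over libraries, and r was 0.954 across genes. Over the 3185 genes at 72 h the slope was 0.919 with a jackknife SE of 0.027, and r was 0.958. Genes chosen on the x axis give a slope under 1 without any inhibitor effect on the androgen response. Counts simulated with no interaction gave slopes from 0.945 to 0.964 at 24 h and from 0.949 to 0.971 at 72 h, in 20 simulations each. The observed slopes lay below all 20 simulations in both experiments. The simulations draw genes independently and lack variation that the genes of a library share, which the jackknife includes. The gap to the mean of the simulations, 0.955 at 24 h and 0.958 at 72 h, was less than 1 jackknife SE at 24 h and less than 2 at 72 h, and whether the androgen response weakened in general stays open. The choice of genes moved the slope most, to 0.994 at 24 h and 0.971 at 72 h over the genes called under inhibitor. Those genes are chosen on the y axis, and only genes chosen on the x axis were simulated. These 2 values therefore have no simulated slope beside them and do not show whether the response weakened.

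**Figure D2:**
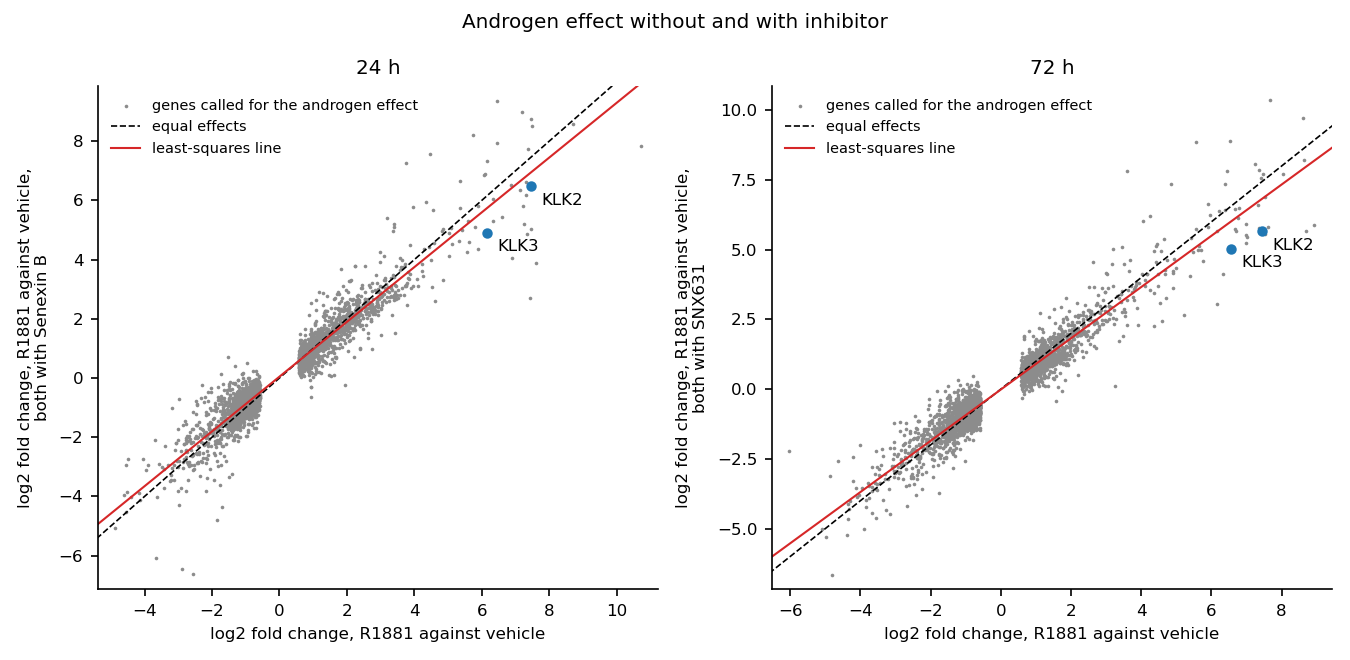
Log2 fold change of R1881 against vehicle with inhibitor (vertical axes) plotted on that without inhibitor (horizontal axes) for the genes called for the androgen effect, at 24 h with Senexin B (left) and at 72 h with SNX631 (right), where each point is a gene, fitted values of genes near 0 counts included. The least-squares lines, with slopes 0.925 and 0.919, lie close to the dashed line of equal effects, while KLK3 and KLK2 fall below both lines.

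Most androgen-responsive genes were not called when the inhibitor was added to R1881. Of the 3030 androgen-called genes at 24 h, 2786 (91.9%) were not called for Senexin B in the presence of R1881, and of the 3185 at 72 h, 2836 (89%) were not called for SNX631. Both contrasts use the R1881 libraries, and 20 simulations with no inhibitor effect gave 0 genes called in both contrasts at 24 h and up to 1 at 72 h, against 244 and 349 observed. With an inhibitor effect but no interaction, the simulations gave from 229 to 270 such genes at 24 h, a range that holds the observed count, and from 416 to 470 at 72 h, which lies above it. The androgen effect and the inhibitor effect had opposite signs in 42.6% of the androgen-called genes at 24 h and in 43% at 72 h, while the simulations with no inhibitor effect, which share the R1881 libraries, averaged 56.8% and 55.8% and those with no interaction 43.7% and 43.1%. More androgen-raised genes were called higher than lower with inhibitor, 76 against 62 at 24 h and 124 against 87 at 72 h. Among the androgen-raised genes, the share lowered by the inhibitor rose with the size of the androgen effect. Among genes that rose by over 4 log2 units with R1881, 21.7% of 60 genes at 24 h and 16.9% of 77 genes at 72 h were called lower with inhibitor, and 5% and 2.6% were called higher. Among genes that R1881 raised by up to 1 log2 unit, 2.45% and 2.56% were called lower and 4.18% and 3.98% higher. Between 1 and 2 log2 units 3.02% and 5.81% were called lower and 5.85% and 13.1% higher, and between 2 and 4 log2 units 5.67% and 11.9% lower and 4.61% and 8.52% higher. R1881 lowered 163 genes at 24 h and 202 genes at 72 h by over 2 log2 units. Of these, 9.2% and 7.92% were called higher with inhibitor and 2.45% and 3.47% lower. For falls of 1 to 2 log2 units 4.54% and 3.95% were called higher and 2.84% and 4.3% lower. For falls of up to 1 log2 unit 2.2% and 2.38% were called higher and 4.01% and 5.58% lower. Of all genes lowered by R1881, 56 were called higher and 50 lower at 24 h, and 59 and 79 at 72 h.

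With R1881 present, KLK3 fell from 110.4 ± 4.18 to 29.1 ± 0.624 CPM with Senexin B (SD, n = 3), a log2 change of -1.92 ± 0.055 (SE, edgeR FDR 4.02e-23), and from 138 ± 7.59 to 46.2 ± 1.62 CPM with SNX631 (SD, n = 4), a change of -1.59 ± 0.044 (SE, edgeR FDR 4.69e-27). KLK2 changed by -2.03 ± 0.053 and -1.91 ± 0.036 (SE, edgeR FDR 9.36e-24 and 4.85e-32). CHRNA2 changed by -1.33 ± 0.061 and -1.24 ± 0.046 (SE, edgeR FDR 2.02e-17 and 8.64e-23). Without R1881 these genes were low, with group means up to 1.94 CPM. KLK3 and KLK2 were not called for either inhibitor there (edgeR FDR from 0.0226 to 0.901). With Senexin B alone, KLK3 changed by -0.69 ± 0.26 and KLK2 by -1.05 ± 0.39 (SE, edgeR FDR 0.0318 and 0.0226). With SNX631 alone, KLK2 changed by -0.13 ± 0.235 and CHRNA2 by -1.04 ± 0.38 (SE, edgeR FDR 0.702 and 0.0218), also not called. The sign for KLK3 at 72 h depended on single libraries. Its change was 0.15 without replicate 1 of the SNX631 group and 0.0057 without replicate 2 of the vehicle group, against -0.051 with all libraries. CHRNA2 had at most 2 counts in the Senexin B libraries, which made it at least 1.88-fold lower than with vehicle at 24 h. R1881 still raised CHRNA2 at least 128-fold under Senexin B, by 6.47 ± 0.32 on the log2 scale under SNX631 (SE, edgeR FDR 3.28e-32), and KLK3 by 4.92 ± 0.22 under Senexin B and 5.04 ± 0.19 under SNX631 (SE, edgeR FDR 6.49e-25 and 6.16e-32).

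The inhibitors were then compared with their own controls. Without R1881, Senexin B changed 604 genes at 24 h (322 higher, 282 lower) and SNX631 changed 766 genes at 72 h (454 higher, 312 lower). With R1881, Senexin B changed 497 genes (257 higher, 240 lower) and SNX631 changed 663 (303 higher, 360 lower). With library totals only most genes called for Senexin B were lower, 337 against 264 higher without R1881 and 279 against 228 with it. Fold changes were mostly small, with a median absolute log2 fold change of the called genes between 0.77 and 0.87, and testing against a fold change of 1.5 itself at an FDR under 0.05 left 134, 273, 94 and 140 genes in that order. The inhibitor effects without and with R1881, which share no library, had the same sign in 91.8% of the 900 genes called in either at 24 h and in 90.9% of the 1179 genes at 72 h. Between the experiments, 293 genes were called for both inhibitors in the same direction without R1881 and 244 with R1881. Chance overlap in either direction gives 27.7 and 20.1 (Fisher's exact test across genes, without regard to direction and as a description, 5.3e-246 and 3.3e-218). No gene was called for both in opposite directions, and at an FDR under 0.05 with no fold limit there were 34 such genes without R1881 and 55 with it, beside 3684 and 3763 in the same direction. Across all 15681 genes the effects of the inhibitors had an r of 0.652 without R1881 and 0.607 with it. In all 4 inhibitor contrasts, 86 genes were called in the same direction, of which 40 were higher and 46 lower.

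**Figure D3:**
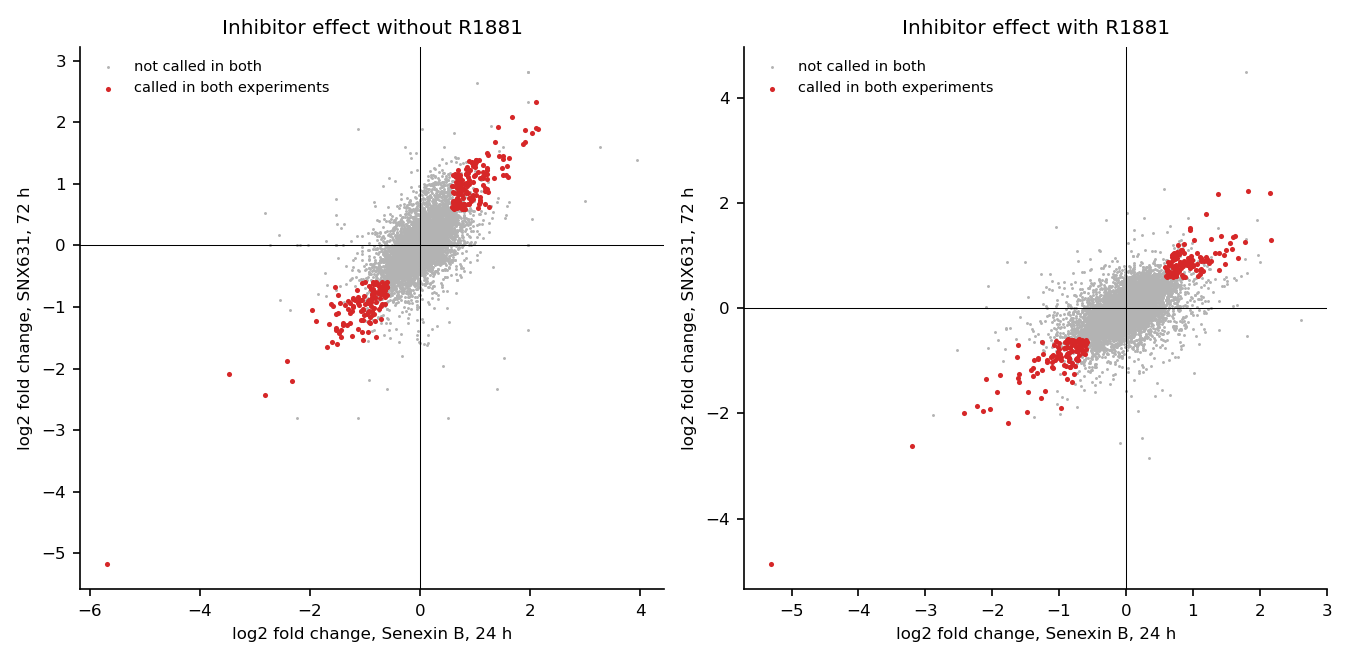
Log2 fold change with SNX631 at 72 h (vertical axes) plotted on that with Senexin B at 24 h (horizontal axes) without R1881 (left) and with R1881 (right), where each point is 1 of 15681 genes and red points are called in both experiments. All red points, 293 on the left and 244 on the right, lie in the quadrants of equal sign.

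Of these 86 genes, those with a gene symbol and a mean of at least 1 CPM in the higher group were ranked by mean effect. The 5 highest were RXFP3, PLCH1, BMP6, GCNT1 and CCDC80. PLCH1 (ENSG00000114805.18, chromosome 3, 155375580 to 155745067, GRCh38) rose from 22.7 ± 2.24 to 65.5 ± 1.66 CPM with Senexin B (SD, n = 3) and from 24.4 ± 0.704 to 64.6 ± 2.93 CPM with SNX631 (SD, n = 4), and with R1881 from 16.1 ± 1.03 to 72.1 ± 2.02 CPM (SD, n = 3) and from 12.6 ± 0.928 to 58.3 ± 4.01 CPM (SD, n = 4). Its log2 changes without R1881 were 1.50 ± 0.058 and 1.40 ± 0.055 (SE, edgeR FDR 1.81e-19 and 2.09e-22). BMP6 (ENSG00000153162.9, chromosome 6, 7726797 to 7881422, GRCh38) rose by 2.10 ± 0.10 with Senexin B and 2.33 ± 0.10 with SNX631 without R1881 (SE, edgeR FDR 2.24e-17 and 7.07e-22). GCNT1 rose by 1.86 ± 0.038 and 1.65 ± 0.037 (SE, edgeR FDR 1.02e-26 and 3e-30). The corresponding changes were 2.10 ± 0.19 and 1.91 ± 0.22 for RXFP3 and 1.08 ± 0.046 and 1.38 ± 0.044 for CCDC80 (SE). The 5 lowest were UGT2B10, LINC00161, UGT2B27P, HMGN2P46 and CLDN8. UGT2B10 (ENSG00000109181.12, chromosome 4, 68815993 to 68831196, GRCh38) fell from 38.4 ± 1.71 to 5.48 ± 0.391 CPM with Senexin B (SD, n = 3) and from 114 ± 2.81 to 21.1 ± 0.59 CPM with SNX631 (SD, n = 4), with log2 changes of -2.81 ± 0.10 and -2.43 ± 0.049 (SE, edgeR FDR 6.64e-22 and 1.85e-32). It belongs to a family of similar genes and pseudogenes, of which UGT2B27P is a member, and counts of both are uncertain where reads fit several copies. LINC00161 changed by -2.41 ± 0.18 and -1.87 ± 0.13, CLDN8 by -1.55 ± 0.21 and -0.68 ± 0.20, and HMGN2P46, a processed pseudogene with overlapping genes on both strands, by -2.33 ± 0.14 and -2.20 ± 0.12 (SE). MYC rose with both inhibitors, by 0.60 ± 0.033 with Senexin B and 0.49 ± 0.026 with SNX631 without R1881 (SE, edgeR FDR 1.53e-15 and 6.44e-18), and by 0.47 ± 0.033 and 0.63 ± 0.027 with R1881 (SE, edgeR FDR 1.15e-12 and 6.75e-21), values on either side of the fold limit.

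The interaction tested directly whether the inhibitor changed the androgen effect. It was called for 92 genes at 24 h (39 higher, 53 lower) and for 192 genes at 72 h (60 higher, 132 lower). Of these, 51 were called in the same direction in both experiments, where chance overlap in either direction gives 1.11. No gene was called in opposite directions. Of the androgen-called genes, 57 (1.88%) at 24 h and 122 (3.83%) at 72 h had an interaction. Among genes raised by R1881, 27 at 24 h and 73 at 72 h had a smaller androgen effect with inhibitor and 18 and 14 a larger one. Of the 51 genes, those with a gene symbol and a mean of at least 1 CPM in the higher group were ranked by mean interaction. KLK3 had the lowest, at -1.23 ± 0.26 and -1.53 ± 0.26 (SE, edgeR FDR 0.00624 and 6.2e-05). KLK2 had an interaction of -1.78 ± 0.24 at 72 h (SE, edgeR FDR 1.53e-06), while at 24 h its value of -0.98 ± 0.39 was not called (SE, edgeR FDR 0.214). CHRNA2 at 72 h was not called (edgeR FDR 0.84), and no fold is given for its interaction at 24 h because the Senexin B libraries were at the floor. TMEFF2 was raised by the inhibitors without R1881, from 23.6 ± 1.57 to 56.2 ± 2.79 CPM at 24 h (SD, n = 3) and from 33.2 ± 3.66 to 79.9 ± 8.48 CPM at 72 h (SD, n = 4), but not with R1881 (edgeR FDR 0.211 and 0.0224), interactions of -1.13 ± 0.080 and -1.13 ± 0.078 (SE, edgeR FDR 2.05e-11 and 1.11e-13). SLC6A19, DLG2 and CEMIP2 completed the lowest 5, with mean interactions of -1.05, -1.04 and -1.01. The androgen effect on SLC6A19 had opposite signs in the experiments. The 5 highest means were 1.60 for CNTNAP3, 1.45 for SOX9, 1.44 for PRRT2, 1.32 for TENM1 and 1.26 for CA5BP1. SOX9 (ENSG00000125398.8, chromosome 17, 72121020 to 72126420, GRCh38) rose with R1881 from 3 ± 0.436 to 6.33 ± 1.19 CPM without inhibitor and from 2.42 ± 0.299 to 14.9 ± 2.57 CPM with Senexin B (SD, n = 3), and its interactions were 1.53 ± 0.25 and 1.37 ± 0.20 (SE, edgeR FDR 9.34e-05 and 2.99e-06). CA5BP1 is a pseudogene that overlaps CA5B on the same strand, and CNTNAP3 has close copies in the genome, so both counts are uncertain. The same holds for PRRT2, which overlaps genes on both strands. Other named genes, among them TENM1, SOX9 and GCNT1, overlap a gene on the opposite strand. The labels do not state the use of strand in counting.

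Gene lists written beforehand from general knowledge were tested with camera over 4 lists and 6 contrasts, 24 tests in all, of which 21 passed an adjusted p of 0.05. With the correlation between genes estimated from the data 17 tests passed, all among the 21, and with fry 23 passed, including all 21. The androgen response list of 100 genes rose with R1881, with a median log2 fold change of 1.05 at 24 h and 1.19 at 72 h (camera adjusted p 5.23e-35 and 4.43e-41), and 98 of its genes were higher in each experiment. Of these genes, 67 and 79 were called, and the same numbers were called when FDR was adjusted over the list alone. With inhibitor its median changed little. Without R1881 it was -0.066 at 24 h and -0.048 at 72 h, or -0.073 and -0.039 with genes at the floor set to their bounds (camera adjusted p 0.00779 and 0.0122). With R1881 it was -0.034 in both experiments (camera adjusted p 0.0727 and 0.0194). The fry adjusted p were 0.00641 at 24 h and 4.15e-06 at 72 h without R1881, and 0.0511 and 6.17e-07 with it. Neither the estimated correlation nor other splits of the libraries at 72 h separated these inhibitor changes from chance, and at 24 h the test with R1881 passed the limit without replicate 1 of the combined group (adjusted p 0.0136, range over the libraries left out 0.0136 to 0.217). With R1881, 8 of the 100 genes were called for Senexin B (2 higher, 6 lower) and 9 for SNX631, all lower, with the same numbers adjusted over the list alone.

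The cell cycle list of 114 genes rose with R1881 by a median of 2.15 at 24 h and 1.37 at 72 h (camera adjusted p 4.43e-41 and 2.72e-38), and 113 genes were higher in each experiment. The inhibitors raised it as well. Without R1881 the median was 0.35 with Senexin B and 0.85 with SNX631, where all 114 genes were higher (camera adjusted p 2.15e-17 and 1.28e-64). With R1881 it was 0.17 and 0.51 (camera adjusted p 1.45e-06 and 1.01e-37), and the test at 24 h did not pass with an estimated correlation (adjusted p 0.202). Of these genes, 110 and 107 were called for androgen, 22 and 91 for the inhibitor without R1881, and 1 and 26 with R1881. Adjusted over the list alone the numbers were the same except for 23 in place of 22. The list of 109 MYC target and ribosome biogenesis genes rose in all 6 contrasts, with medians from 0.16 to 0.29 (camera adjusted p from 4.5e-25 for SNX631 with R1881 to 4.66e-09 for R1881 at 72 h). Between 1 and 15 of its genes were called, both over all genes and adjusted over the list alone. The interferon response list, with 60 genes tested at 24 h and 59 at 72 h, was not called for R1881 (camera adjusted p 0.119 and 0.0841, medians -0.096 and -0.12), where fry gave adjusted p of 1.43e-05 and 0.000715. It fell with the inhibitors, by medians of -0.20 and -0.21 without R1881 (camera adjusted p 6.02e-05 and 8.96e-07) and -0.15 and -0.18 with R1881 (camera adjusted p 0.00103 and 0.000342). Of its genes, 7 and 9 were called lower without R1881 and 4 and 6 with it, and 10 and 13 were called for androgen, also when adjusted over the list alone. At 72 h between 2 and 5 of the 35 splits of the libraries gave a p as small for the inhibitor effects on this list.

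**Figure D4:**
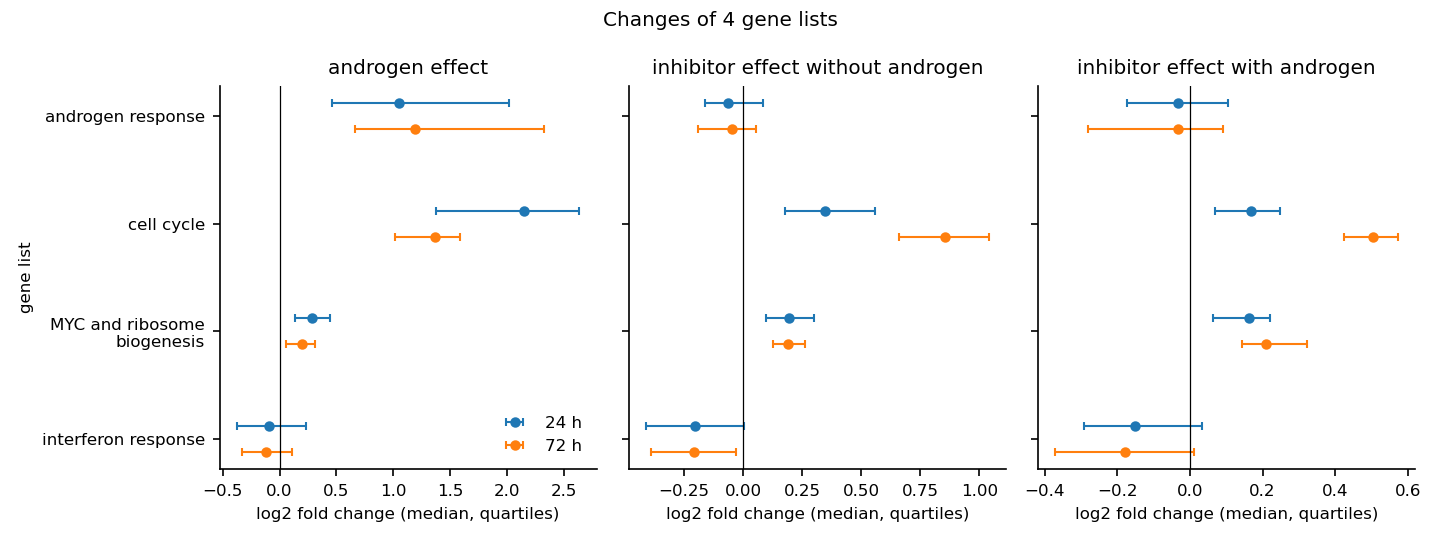
Median log2 fold change of the genes of each list (points, horizontal axes) with the lower and upper quartiles (whiskers) for the androgen effect and the inhibitor effects without and with androgen, at 24 h (blue) and 72 h (orange). The cell cycle list was higher in all panels, up to 2.15 with R1881 at 24 h, while the androgen response list was near 0 in both inhibitor panels.

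The effects of the experiments were compared over 16672 genes in a fit of all 28 libraries. The androgen effect differed for 314 genes, with a higher log2 fold change at 72 h for 95 and a lower one for 219. A lower log2 fold change can be a weaker rise or a stronger fall. The inhibitor effect without R1881 differed for 79 genes (58 higher and 21 lower at 72 h). The inhibitor effect with R1881 differed for 35 genes (11 and 24) and the interaction for 9 genes (6 and 3). The limits of the call moved these counts most, to 2209, 769, 1000 and 151 at an FDR under 0.05 with no fold limit. Leaving out replicate 1 of the combined group at 24 h lowered the 35 genes to 20. Of the 38 genes chosen by rule, 4 differed in the androgen effect. CCDC80 fell more at 72 h, with a difference of -0.94 ± 0.16 (SE, edgeR FDR 1.98e-05). UGT2B10 fell less, with a difference of 0.69 ± 0.11, and CLDN8 rose more, with a difference of 1.46 ± 0.19 (SE, edgeR FDR 4.74e-06 and 7.88e-08). SLC6A19 changed by -0.94 ± 0.13 at 24 h and by 1.35 ± 0.24 at 72 h, a difference of 2.29 ± 0.28 (SE, edgeR FDR 9.87e-09).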

Values the study reported

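The study called genes at an FDR below 0.01 and a fold change above 1.5. It reported 2,364 androgen-regulated genes for the 24-hour treatment and 2,579 for the 72-hour treatment in LNCaP cells.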

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

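The splits of the libraries between the experiments were chosen as a test only after the result of another scheme of splits was seen, while the tests of depth, of GC content and length, and of counting noise were chosen before their results.

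For the 38 named genes and the total counts, the 4 groups of 4 libraries at 72 h made 156 tests for a library far from the other 3. In 10 of them, all for named genes, the highest or lowest library stood apart, where chance alone gives about 7.8. Groups of 3 libraries, at 24 h, were not tested this way. With R1881, CHRNA2 was lowest in replicate 4, at 86.03 CPM against 88.93 to 89.44 in the others, and with R1881 and SNX631 it was highest in replicate 3, at 38.98 CPM against 36.79 to 37. CDK8 was lowest in replicate 1 of the combined group, at 20.2 CPM against 22.71 to 23. In replicate 1 of the R1881 group MED12 was at 67.48 CPM against 83.87 to 85.68 and UGT2B27P at 3.766 CPM against 4.808 to 4.828. MED13 was highest in replicate 4 of the vehicle group, at 187.3 CPM against 173 to 173.9, and UGT2B27P in replicate 3 of that group, at 6.522 CPM against 5.221 to 5.343. PLCH1 was highest in replicate 1 of the SNX631 group, at 68.99 CPM against 62.93 to 63.65. SLC38A4 in replicate 4 of the SNX631 group, at 0.1703 CPM, and STEAP4 in replicate 4 of the vehicle group, at 0.07804 CPM, rest on 2 counts and 1 count, and the other 3 libraries had none.

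The number of such values was near what chance gives, and 2 of them are under the floor of 3 counts. For the 8 others, 4 still stood apart after the trend of each library on GC content and length was removed, and 2 lay over 2 counting SDs from the nearest library, namely MED12 at 4.12 and MED13 at 2.52. A value from a single library excludes nothing, so a trend on GC content and length, counting noise and a difference between cultures cannot be told apart for these 8 values. The library with the lowest MED12 and UGT2B27P, replicate 1 of the R1881 group, had the lowest total of all 28 libraries. No biological explanation was tested.

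Effects that differed between the experiments were found for 314 genes in the androgen effect, 79 in the inhibitor effect without R1881, 35 in the inhibitor effect with R1881 and 9 in the interaction, each tested as a contrast over all 28 libraries. Of the 38 named genes, 4 were among them, all for the androgen effect, with log2 differences of -0.94 for CCDC80, 0.69 for UGT2B10, 1.46 for CLDN8 and 2.29 for SLC6A19. SLC6A19 also started from different levels, at 10.98 ± 1.23 CPM with vehicle at 24 h (SD, n = 3) and 1.12 ± 0.114 CPM at 72 h (SD, n = 4).

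The splits of the 7 libraries of each treatment between the experiments gave as many genes in 2 of 100 for the androgen effect, 2 of 100 and 3 of 100 for the inhibitor effects without and with R1881, and 1 of 100 for the interaction, the real split included. The next highest counts were 660, 419, 193 and 5. In 25 of the other splits for each of the first 3 contrasts, and 46 for the interaction, at least 1 treatment had its libraries all in place or all but 1 exchanged, so that a difference between the experiments was kept in part, and every other split that reached the real count was among these. The remaining 74, 74, 74 and 53 splits gave 0 genes. Their groups mix libraries of both experiments, so differences between the experiments enter the spread and lower the calls. Their 0 genes therefore cannot be read as the number that chance gives. The scheme tried first, 40 splits of the treatment labels within the experiments, gave as many genes in 9, 10, 9 and 1 splits. All were among the 10, 10, 10 and 9 that left a whole treatment effect in 1 experiment, and 0 of the others reached the count. Those others mix treatments within a group and have the same limit.

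Depth was tested by thinning all libraries to the smallest total, after which 83.1% of the 314 genes were still called, which argues against unequal depth as the whole source of the differences in the androgen effect. Of the 79, 35 and 9 genes, 57%, 54.3% and 77.8% were still called, so unequal depth, or the loss of power at lower depth, may account for a part of these. Time, androgen dose, inhibitor and the experiment change together in this design, so a biological difference and a difference between experiments cannot be told apart for any of these genes.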

How the results depend on the processing

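Thinning, the removal of a trend on GC content and length, leaving out the 10 most abundant genes, leaving out libraries for the differences and shared calls, and the replicate block for the slopes were chosen after seeing the data. The other alternatives were fixed earlier. The alternatives gave 4129 values for 154 results of named genes, of which 4011 kept their direction and their side of the limits, 71 became weaker, 34 became stronger and 13 reversed. Of the results for groups of genes, a count was held to stay when it was within 1.5 times the reported one, a list test when it kept its direction and side of the threshold, and a slope when it moved by less than its error. All 42 stayed with a replicate block, 12 of 12 with the DESeq2 Wald test, 16 of 16 with genes of at least 1 CPM, and 10 of 10 each with DESeq2 size factors, no filter, 1 fit of all libraries, thinning, the GC content and length trend removed and without the 10 most abundant genes. With only the 2 groups compared in the fit, all 8 were, and the interaction was not run.

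The limits of the call moved counts in both directions. At an FDR under 0.05 with no fold limit, which lets small changes through, at 24 h the androgen effect had 9307 genes, that under inhibitor 9157, the inhibitor effects without and with R1881 5717 and 5257, and the interaction 719. At 72 h the numbers in the same order were 9984, 10562, 5864, 6873 and 2034. The differences between experiments rose to 2209 for the androgen effect, 769 and 1000 for the inhibitor effects and 151 for the interaction, and the genes shared by both inhibitors to 3684 without and 3763 with R1881. A test against a fold change of 1.5 itself lowered the inhibitor counts to 134 and 94 at 24 h and 273 and 140 at 72 h, and the interaction to 7 and 24.

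The slope of the androgen effect under inhibitor was 0.9942 at 24 h and 0.9709 at 72 h over the genes called under inhibitor. It was 0.9735 and 0.9525 over the genes called in both. In these choices genes are no longer chosen on the horizontal axis alone. No simulation was run for them, so these slopes cannot be set against the simulated ones. Total least squares moved the 72 h slope to 0.9568, and the cause was not tested.

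The gene list tests gave Benjamini-Hochberg adjusted p. With a correlation estimated from the data, 17 of 24 camera tests passed the limit, against 21 with the preset one, and 4 tests no longer passed. For the androgen_response list, inhibitor effect without androgen, 24 h the value was 0.222 (range over its alternatives 0.00248 to 0.222) and 0.0785 at 72 h (4.15e-06 to 0.0785), and with androgen at 72 h 0.0966 (6.17e-07 to 0.0966). For the cell_cycle list, inhibitor effect with androgen, at 24 h it was 0.202 (1.22e-08 to 0.202). With fry, the interferon_response list, androgen effect, passed the limit at 1.43e-05 at 24 h (1.43e-05 to 0.176) and 0.000715 at 72 h (0.000715 to 0.193). The androgen_response list, inhibitor effect with androgen, 24 h passed it with library totals only, at 0.0361 (0.0136 to 0.391), and in 3 of the 12 fits that each left out 1 library, which ranged from 0.0136 to 0.217. These were 0.0136 without R1881_SenexinB_24h replicate 1, 0.0483 without vehicle_24h replicate 1 and 0.0492 without SenexinB_24h replicate 2. The cause was not tested for any of these.

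Leaving out 1 library gave from 20 to 44 genes for the difference in the inhibitor effect with R1881 across the 28 fits, and it was 20 without replicate 1 of the R1881 and Senexin B group, with fewer libraries in the fit. The other 40 of the 42 results for groups of genes stayed in every fit that left out 1 library. For the slopes this was nearly fixed in advance, since their error was computed from the same fits. With library totals only, the share of called genes that were higher fell from 48.9 to 38% for the androgen effect at 72 h and from 45.7 to 35% under SNX631, where the median log2 change of all genes was -0.116 and -0.122, against -0.014 with TMM in both. At 24 h the majority of called genes turned from higher to lower in 4 contrasts, with 42.8% higher for the androgen effect, 44.4% under Senexin B, and 43.9% and 45% for Senexin B without and with R1881. At 72 h, 54.3% were higher for SNX631 without R1881 and 36.4% with it.

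None of the 13 reversed values passed the limit (edgeR FDR from 0.148 to 0.992). KLK3 with SNX631 alone was 0.0057 without replicate 2 of the vehicle group and 0.15 without replicate 1 of the SNX631 group, in a range from -0.19 to 0.15 over the fits that each left out 1 library. The CHRNA2 interaction at 72 h was 0.055 without replicate 4 of the vehicle group (range of such fits -0.61 to 0.055). CDK8 with Senexin B and R1881 was -0.020 with library totals only, -0.015 and -0.024 without replicates 1 and 2 of the R1881 group, -0.062 without replicate 2 of the combined group (range -0.062 to 0.085) and -0.0051 when thinned. CCNC with R1881 at 72 h was -0.037 with library totals only. MED12L with SNX631 alone was -0.021 without replicate 1 of the vehicle group and also -0.021 without replicate 1 of the SNX631 group (range -0.021 to 0.21). MED13L with R1881 at 24 h was 0.085 without replicate 2 of the R1881 group (range -0.089 to 0.085) and 0.025 with the trend on GC content and length removed. The cause was not tested for these. Depth limits what can be said of genes at or under the floor of 3 counts, for which only bounds are given.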

Other observations

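The tests of depth for XIST and of the summed counts of KLK3 and KLK2 were chosen only after the results were seen.

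XIST, the RNA that coats an inactive X chromosome, had 57 reads in the 4 libraries with R1881 and SNX631 and 7 reads in the 24 others, at most 2 in any of them. It was chosen after its values were seen. It held 0.985 ± 0.17 CPM (SD, n = 4) in that group, at least 3.23-fold higher than the floor in the R1881 group. This CPM and its floor of 0.305 CPM were scaled to library totals alone, without TMM. XIST was called for the inhibitor effect with R1881 (edgeR FDR 1.13e-07) and the androgen effect under inhibitor (edgeR FDR 3.94e-07). Its interaction was not called (edgeR FDR 0.044). The mean reads were 34.2 times those of the other 12 libraries at 72 h while the totals differed by a ratio of 1.23, which argues against depth. As a test for reads from other cells, genes above the floor in all 4 libraries and at or under it in all 24 others were counted, and there were 3, XIST among them, against up to 5 for another group. With so few XIST reads, a trace of other cells could leave their other transcripts at or under the floor or hidden by those of LNCaP cells, and no markers of another cell type were tested. Reads from other cells and a change in XIST transcription under both treatments therefore cannot be told apart, and a difference in handling of the group's libraries was not tested.

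The slope of the androgen effect under inhibitor lay under 1. Choosing genes on the effect without inhibitor alone gave slopes down to 0.9487 at 72 h in simulations, so a part of the fall is likely due to that choice. The observed slope of 0.919 lay below all 20 simulations, as did the fits that each left out 1 library, from 0.9049 to 0.9315. The simulations lack variation shared by the genes of a library, and with a jackknife SE of 0.027 it stays open whether the choice of genes accounts for the whole fall.

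Technical sources were tested for the inhibitor calls, taking the lowest of the 4 comparisons. With the trend of each library on GC content and length removed 91.4% of the called genes were still called, thinned to equal depth 76.7%, and without the 10 most abundant genes 97.4%. These argue against each of the 3 as the whole source of the calls, and the genes lost at equal depth may reflect lower power.

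Genes called for SNX631 without R1881 were more often neighbours than by chance. There were 60 adjacent pairs called in the same direction, against a mean of 19 and a maximum of 33 in 1000 shuffles (permutation p 0.001, the smallest they can give). Without pairs that overlap or carry related symbols there were 32, against a mean of 12.8 and a maximum of 26, so reads shared between overlapping genes are unlikely to be the whole source. The other inhibitor effects had 68 pairs against a mean of 13.6 for SNX631 with R1881, and 53 against 11.6 and 53 against 7.57 for Senexin B without and with R1881. The androgen effect had an excess too, with 661 pairs against a mean of 281 at 24 h and 727 against 307 at 72 h, smaller in proportion than for the inhibitors. Whether the excess differs between these effects was not tested.

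KLK3 and KLK2 are close paralogs whose reads could be exchanged in counting. The log2 change of their summed CPM with inhibitor in the presence of R1881 was -2.03 at 24 h and -1.84 at 72 h. These sums were scaled to library totals alone, without TMM. The falls of the genes differed by 0.10 ± 0.077 (SE) at 24 h and 0.33 ± 0.057 (SE) at 72 h. Exchange of reads between them leaves their sum in place, so it is unlikely to be the source of the fall.

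Other splits of the same libraries were counted for each result. At 24 h, 1 of the 10 splits of the 6 libraries, the real one, gave as many calls for each of the 4 effects, and 10 splits cannot give a share under 0.1. At 72 h it was 1 of 35 for each. For the interaction, 2 of 100 splits gave as many at 24 h, where another gave 2132 genes, and 3 of 100 at 72 h, where the next gave 846. All of the other splits that reached the real count were among the 19 at 24 h and 5 at 72 h that kept or swapped the inhibitor labels whole at 1 androgen level. The 80 and 94 that mixed them at both gave 0 genes. Mixing puts the inhibitor effect into the spread within a group and lowers the calls, so these 0 genes cannot be read as the number that chance gives. For the lists at 24 h, 9 of 12 tests had the smallest p in the real split, while 2 of 10 were as small for the interferon list with R1881, 4 of 10 for the androgen response list and 3 of 10 for the cell cycle list with Senexin B and R1881. At 72 h, 7 of 12 had the smallest p in the real split. Of the 35 splits, 4 gave a p as small for the interferon list with R1881. For SNX631 without and with R1881 it was 4 and 2 for the androgen response list, and 5 and 2 for the interferon list. These splits do not separate those 5 results from chance. Other splits can keep part of a real difference, which limits the comparison. For the androgen response list with R1881 at 24 h, for example, their median camera p was 3.41e-12. The interferon list with SNX631 passed camera with an estimated correlation, at adjusted p of 0.00328 and 0.0156 without and with R1881.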
